A study of Homo sapiens with 12 samples. Its data were reported in "Nuclear phosphatidylinositol-5-phosphate regulates ING2 stability at discrete chromatin targets in response to DNA damage" (2013).

How the data were processed

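The series measured transcript levels on 12 Illumina BeadArrays, which hold 48797 probes each, hybridised with labelled RNA from cultured HT1080 cells, an established human fibrosarcoma line. Per the labels, the cells carried wild-type ING2 (ING2-WT) or a mutant of ING2 with altered basic residues (ING2-6K/Rmt), and received the solvent DMSO or 100 uM etoposide for 16 h. The study's text gives another time for the expression arrays. Etoposide traps topoisomerase II on DNA and so breaks it. Each of the 4 groups held 3 arrays, numbered 1 to 3. The labels do not say whether arrays of a group came from separate cultures. A caption of the study on ING2 targets calls its replicates biological without saying what was kept apart. The p-values measure only the spread between these samples, which may be technical. Arrays were grouped as labelled throughout.

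The deposited values were scanner intensity per probe on a linear scale, which the authors had background-subtracted and scaled between arrays. Which scaling was used is not stated, and the sorted values of the arrays differ, so the table was not quantile-normalised. The other deposited column used here, of unit other, held the gene symbol of each probe. A further 24 columns of signal and detection values carried names that match no label and were not used here. Of the probes, 12645 had no symbol, 50 had a symbol turned into a date by a spreadsheet and 1 had several. The remaining 36101 had 1 symbol each. Of these, 28538 were current or could be updated through the gene table, 4444 of them by an update.

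Values were quantile-normalised, values then under 16 were set to 16, and log2 was taken. Intensities given for single genes are quantile-normalised. Probes with an intensity of 64 or more on at least 3 of the 12 arrays were kept, and each gene was represented by its probe with the highest mean. This left 15459 probes and 11443 genes. In the deposited values, those below 0 made up 0.434% to 26.9% of an array, the median intensity 19.2 to 31.7 and the 75th percentile 75.6 to 87.7. Between 26.8% and 30.3% of the probes of an array reached 64. The number of arrays and the spread between them limit the precision: the median standard error of a log2 change was 0.433, and 0.613 for the difference of changes.

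The test, the groups, the gene lists, the rule for naming genes and most alternatives were chosen before the data were examined. That plan assumed raw signal and detection p-values. Because those columns match no label, the floor of 16 and the intensity of 64 were chosen after seeing the data and took their place. A linear model with 4 group means was fitted to all 12 arrays in limma 3.58.1 (R 4.3.3), with moderated two-sided tests. Benjamini-Hochberg adjustment ran over the 11443 genes, and genes with an adjusted p under 0.05 were called changed. The comparisons were etoposide against DMSO in each cell line, the difference between these effects, and 6K/Rmt against WT cells in DMSO and in etoposide. In data simulated on 11443 genes with 200 changed, the etoposide comparison in ING2-WT cells recovered 3.03% of changes of 1 on the log2 scale, 44.8% of changes of 2 and 76.1% of changes of 3, with 2 false calls. The difference of effects recovered 1.52%, 17.9% and 38.8% at those sizes, with 0 false calls. The comparison of cell lines in etoposide recovered 4.55%, 41.8% and 68.7%, with 3 false calls. The simulated noise was independent between genes and arrays. It held no deviations shared by arrays, so these counts of false calls need not hold for the real arrays.

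Gene lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. The lists were p53 targets, mitosis and G2/M, DNA replication and G1/S, homologous recombination and Fanconi repair, replication-dependent histones, NF-kB and inflammatory genes, interferon-stimulated genes, ATF4 and unfolded protein response, immediate early genes, cholesterol synthesis, splicing, SIN3-HDAC and ING family, phosphoinositide kinases and phosphatases, cytosolic ribosomal proteins, proteasome, mesenchymal markers, markers of epithelial and blood cells, and the promoters that the study found bound by ING2 after etoposide. Overlaps were tested with Fisher's exact test, two-sided. The named genes were those with the largest changes among called genes whose groups did not overlap, the members of each list with the smallest adjusted p, and genes the study names. The text uses part of them, picked after their values were seen. CDKN1A and MDM2 also served as a check that the treatment acted.

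Alternatives chosen beforehand covered scaling (75th percentile, cyclic loess, or the deposited values as they are), the filter, the choice of probe, the groups in the fit, the replicate number as a block, array weights, an unmoderated model, the threshold, and leaving out each array in turn. Chosen after seeing the data were a floor of 64, an offset of 16 in place of the floor, an intensity of 64 on all 12 arrays, all arrays numbered 3 left out, and those arrays against the others as a block.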

Results

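Transcript levels were measured on 12 arrays in 4 groups of 3: ING2-WT cells and ING2-6K/Rmt cells, each with DMSO or etoposide. ING2 belongs to a chromatin complex with SIN3 and histone deacetylases and binds nuclear phosphoinositides, and the mutant was made to bind them poorly. The first principal component held 33.7% of the variance and the second 27.6%. The arrays numbered 3 stood apart from those numbered 1 and 2 of their groups, so the number of changed genes is also given without them, an alternative chosen after seeing the data.

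The first comparison asks which transcripts respond to etoposide in ING2-WT cells. Genes of mitosis fell together: 62 of 67 measured were lower, 0 higher, and the median log2 change was -2.95. TOP2A, the topoisomerase II that etoposide binds, went from an intensity of 2536 ± 565 (SD, n = 3) to 125 ± 63.1. Targets of the tumour suppressor p53 moved the other way. CDKN1A, an inhibitor of cyclin-dependent kinases, rose from 3637 ± 657 to 15602 ± 1011, and MDM2, which marks p53 for degradation, from 69.3 ± 14.6 to 325 ± 123.

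Of 11443 genes, 559 changed, 221 higher and 338 lower. Among mitotic genes, TOP2A changed by -4.43 (SE 0.40, adjusted p = 0.000226), UBE2C by -3.85, PRC1 by -3.57, CDC20 by -3.48, CCNB2 by -3.46, BIRC5 by -3.35 and KIF20A by -2.95. Adjusted over the list alone, 66 mitotic genes were lower (camera adjusted p = 3.76e-69). Of 58 genes of DNA replication, 33 were lower and 0 higher, or 47 lower adjusted over the list alone, with a median of -1.91 (adjusted p = 2.50e-33). GINS2 changed by -3.24, MCM2 by -2.68 and MCM4 by -2.23, all parts of the replicative helicase. Of 32 genes of homologous recombination and Fanconi repair, 13 were lower, or 20 adjusted over the list alone, with FANCI at -2.62 and POLQ at -2.27 (median -1.28, adjusted p = 7.15e-12). Of 38 p53 targets, 8 were higher and 0 lower, or 16 higher adjusted over the list alone, with a median of 0.85 (adjusted p = 1.34e-11). CDKN1A changed by 2.11 (SE 0.31, adjusted p = 0.00279), MDM2 by 2.17, TP53I3 by 2.13 and SESN1 by 1.44. These 4 lists also passed with an estimated correlation. The camera adjusted p was then 0.00152 for mitosis and for p53 targets, 0.00267 for replication and 0.00894 for repair.

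Histone, interferon and inflammatory transcripts included higher members. Of 20 replication-dependent histone genes, 6 were higher, with H2AC20 at 2.81 and H2AC18 at 2.77; adjusted over the list alone, 9 were higher and 1 lower. The histone list had a median of 0.78 (adjusted p = 3.75e-05, and adjusted p = 0.361 with an estimated correlation). Of 33 interferon-stimulated genes, 4 were higher, or 7 adjusted over the list alone, with ISG15 at 2.62 and IRF9 at 1.78. Their median was 1.25 (adjusted p = 2.58e-06, and adjusted p = 0.361 with an estimated correlation). Of 22 NF-kB and inflammatory genes, 3 were higher, or 6 adjusted over the list alone: IL1B at 2.69, SOD2 at 2.21 and CXCL8 at 2.18. The median of this list was 0.23 (adjusted p = 0.0138, and adjusted p = 0.222 with an estimated correlation). With fry none of the histone, interferon and NF-kB lists passed (adjusted p = 0.0971, 0.0971 and 0.0509). The NF-kB call was lost without ING2-WT etoposide replicate 1 (median 0.072, adjusted p = 0.0638) and without ING2-WT DMSO replicate 2 (median 0.25, adjusted p = 0.0916), and its median was 0.69 without ING2-WT DMSO replicate 3, 0.47 without ING2-WT etoposide replicate 3 and 0.079 without ING2-WT DMSO replicate 1. The histone median was 1.59 and the interferon median 0.74 without ING2-WT etoposide replicate 3, and the histone median 0.51 and 0.49 without ING2-WT etoposide replicates 1 and 2. DDIT3, a stress transcription factor, changed by 2.39, RHOB, a small GTPase, by 2.04, TSPAN10, a tetraspanin, by 3.23, and ACTA2, smooth muscle actin, by 1.34. HNRNPA2B1, a splicing factor, changed by -0.99, a call lost under 13 of 26 alternatives. The CXCL8 call was lost under 7, that of ACTA2 under 4 and that of IRF9 under 3, and those of SESN1 and TP53I3 under 2 each.

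A list of genes with promoters bound by ING2 after etoposide came from a separate promoter assay. Of its 282 genes, 191 were measured. Among the 338 lower genes, 11 were bound, where 5.64 were expected (odds ratio 2.04, 95% interval 0.991 to 3.79, Fisher's exact p = 0.0295). This p passed 0.05 when ING2-WT etoposide replicate 2 was left out (exact p = 0.0228) but not when any of the other 11 arrays was (highest exact p = 0.206), and the call was lost under 9 of 17 other alternatives, whose exact p ran from 0.000625 (no filter on dim probes) to 0.189. Adjusted over the list alone, 13 were lower and 3 higher. The lower genes included CDCA5, a cohesin regulator, at -2.33, CIP2A, an inhibitor of a phosphatase, at -2.25 (SE 0.28, adjusted p = 0.00143), and SKP2, a ubiquitin ligase subunit, at -1.68 (SE 0.40, adjusted p = 0.0358). SKP2 lost its call under 10 of 26 alternatives. AURKB, a mitotic kinase, was at least 14.2-fold lower (adjusted p = 0.000465). As a whole the bound list had a median of -0.01 (camera adjusted p = 0.440). Not called were DKC1 at -0.60 (adjusted p = 0.276; called under 2 of 26 alternatives, with adjusted p = 0.00416 without the arrays numbered 3), UBE2N at -0.51 (0.630; called under 1 of 26, at -0.70 without those arrays, adjusted p = 0.0265), PCGF2 at 0.04 (0.958), GAPDH at -0.89 (0.333; -0.25 without ING2-WT etoposide replicate 3) and ING2 at -0.02. PGK1, an enzyme of glycolysis, was at -2.66 (SE 1.46, adjusted p = 0.353), with 18.9 on ING2-WT etoposide replicate 3 and a change of -0.26 without that array.

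With all arrays numbered 3 left out 3351 genes changed, and with the replicate number as a block 1210 changed. The count was 242 without ING2-WT DMSO replicate 1, 241 without ING2-WT DMSO replicate 2 and 312 without ING2-WT etoposide replicate 1. With 1 array left out the higher genes numbered from 73 (without ING2-WT DMSO replicate 2) to 285, and the lower genes from 164 (without ING2-WT DMSO replicate 1) to 469 (without ING2-WT etoposide replicate 3).

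**Figure D1:**
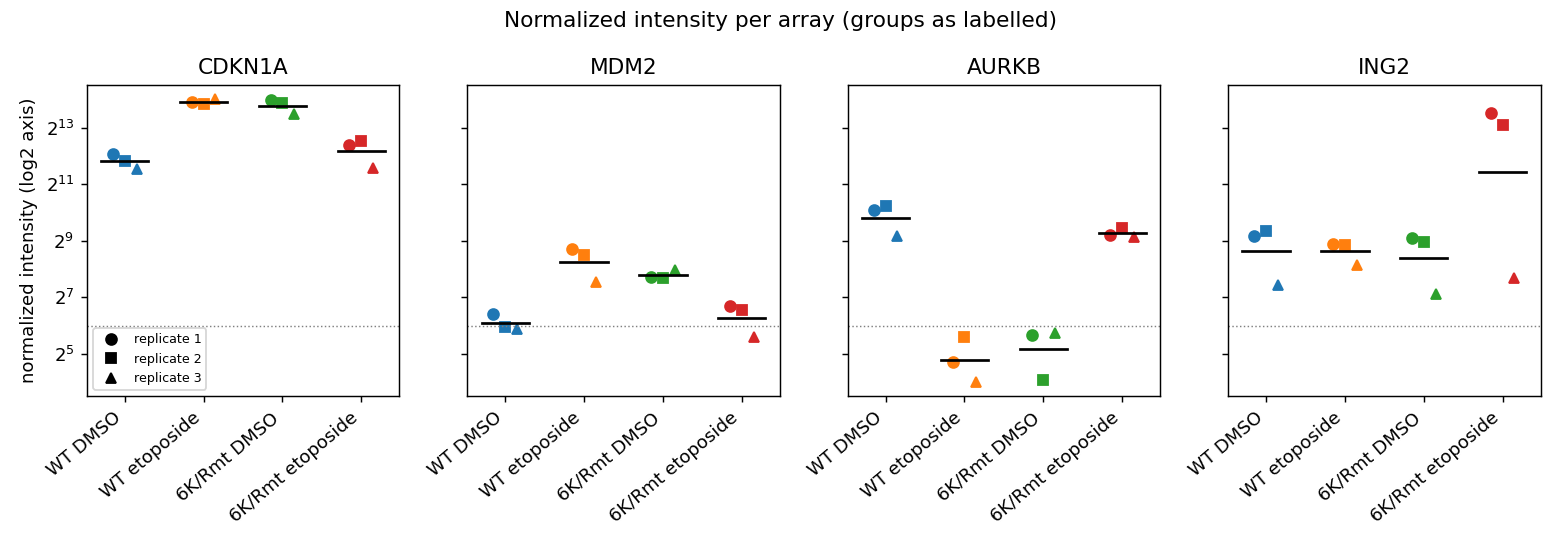
Intensity (log2 axis) of CDKN1A, MDM2, AURKB and ING2 on each of the 12 arrays, by group as labelled. Points are arrays, lines are means of the log2 values and the dotted line is at 64; CDKN1A was brighter with etoposide in ING2-WT cells and dimmer in arrays labelled 6K/Rmt etoposide.

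The second comparison asks how cells labelled as carrying the lipid-binding mutant respond. Both ING2 probes were bright (8853 or more) on 6K/Rmt etoposide replicates 1 and 2, and the other 4 arrays labelled 6K/Rmt were, like the ING2-WT arrays, at 650 or less on both. On the arrays labelled 6K/Rmt, genes of mitosis were higher with etoposide, 58 of 67, with 0 lower and a median of 3.26. TOP2A went from 91.3 ± 31.5 (SD, n = 3) in arrays labelled DMSO to 2504 ± 723 in those labelled etoposide. The p53 target CDKN1A went from 14256 ± 2473 to 4794 ± 1513, and MDM2 from 223 ± 23.8 to 82.3 ± 29.6. These directions are the reverse of those in ING2-WT cells. The check on CDKN1A and MDM2 was thus met in ING2-WT cells and not on arrays labelled 6K/Rmt.

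Of 11443 genes, 186 changed, 169 higher and 17 lower. TOP2A changed by 4.79, CDC20 by 4.10, UBE2C by 3.82, KIF20A by 3.75 and AURKA, a spindle kinase, by 3.22. Adjusted over the list alone, 66 mitotic genes were higher (camera adjusted p = 1.17e-110). Of 58 replication genes, 29 were higher, or 40 adjusted over the list alone, with CDC45 at 2.98 and MCM4 at 2.70 (median 1.67, adjusted p = 9.14e-46). Of 32 repair genes, 10 were higher, with FANCG at 2.06; adjusted over the list alone, 17 were higher and 1 lower (median 0.94, adjusted p = 1.60e-18). Of 38 p53 targets, 3 were lower, or 6 adjusted over the list alone, with a median of -0.62 (adjusted p = 3.16e-09). These 4 lists passed with an estimated correlation as well. The camera adjusted p was then 0.000548 for mitosis, 0.00133 for replication and 0.00204 for repair and for p53 targets. TP53I3 changed by -1.72 (adjusted p = 0.0344), CDKN1A by -1.61 (adjusted p = 0.0208) and KITLG by -1.45, while MDM2 was at -1.51 and not called (adjusted p = 0.0995). SERPINB5, a serpin, changed by -1.61, TINF2, a telomere protein, by -2.61 and RHOB by -1.21. TINF2 and RHOB each lost their call under 15 of 26 alternatives, TP53I3 under 11, CDKN1A under 8, KITLG under 6 and SERPINB5 under 4. Among bound genes 5 were higher and 0 lower, the same counts adjusted over the list alone, with CDCA5 at 3.16, CIP2A at 2.17 and FIRRM at 1.95, the last lost under 11 of 25 alternatives. Among the 169 higher genes 2.82 bound genes were expected (Fisher's exact p = 0.210). AURKB was at least 9.65-fold higher (adjusted p = 0.00145), SKP2 was at 1.54 (adjusted p = 0.115) and ING2 at 3.04 (SE 1.26, adjusted p = 0.455). In the 3 same-numbered pairs SKP2 was at 2.01, 1.24 and 1.36 and MDM2 at -1.03, -1.14 and -2.36, while ING2 was at 4.41, 4.14 and 0.56. With the replicate number as a block MDM2 passed (adjusted p = 0.0348) and SKP2 did not (0.0570). Without the arrays numbered 3 MDM2 (-1.09, adjusted p = 0.00719), SKP2 (1.63, 0.00276) and ING2 (4.33, 0.000139) passed.

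Histone genes had a median of -1.10, with 0 called and 7 lower when adjusted over the list alone (adjusted p = 6.17e-07, and adjusted p = 0.318 with an estimated correlation). Interferon-stimulated genes had a median of -0.85, with 1 lower (adjusted p = 1.48e-07, and adjusted p = 0.366 with an estimated correlation), and of -0.53 without 6K/Rmt DMSO replicate 3. Genes of cholesterol synthesis had a median of 0.73, with 0 called (adjusted p = 0.000143, and adjusted p = 0.172 with an estimated correlation). With fry cholesterol synthesis passed (adjusted p = 0.0416), while the histone and interferon lists did not (0.182 and 0.196). With all arrays numbered 3 left out 4112 genes changed. The count was 109 without 6K/Rmt DMSO replicate 1, 113 without 6K/Rmt DMSO replicate 2, and 107, 113 and 114 without 6K/Rmt etoposide replicates 1, 2 and 3. The higher genes numbered at least 102 (without 6K/Rmt etoposide replicate 1), and the lower genes ran from 0 (without 6K/Rmt DMSO replicate 1 or 6K/Rmt etoposide replicate 3) to 45 (without ING2-WT etoposide replicate 3).

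Of the genes lower with etoposide in either cell line, 355 in all, 0 were lower in both, where 0.502 were expected (Fisher's exact p = 1). At an unadjusted p under 0.05 in limma, 3 of 1599 were lower in both, where 46.8 were expected (exact p = 6.38e-18). In contrast, 152 genes were lower in ING2-WT cells and higher on arrays labelled 6K/Rmt, where 4.99 were expected (exact p = 1.38e-227). That number was 636 without the arrays numbered 3 and 99 without 6K/Rmt etoposide replicate 1, and over all alternatives it ran from 50 (intensity of 64 or more on all 12 arrays) to 735 (array weights). The share lower in both was 4.63% without the arrays numbered 3 (exact p = 1.22e-34) and 3.17% with array weights (exact p = 5.60e-63). In each case fewer genes were lower in both than expected. Across the 581 genes called in either cell line the effects had a Pearson r of -0.85 and a Spearman rho of -0.86, and 543 had opposite signs. Across all 11443 genes the Pearson r was -0.52 and the Spearman rho -0.40, and 7310 (63.9%) had opposite signs. Genes are not independent replicates.

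**Figure D2:**
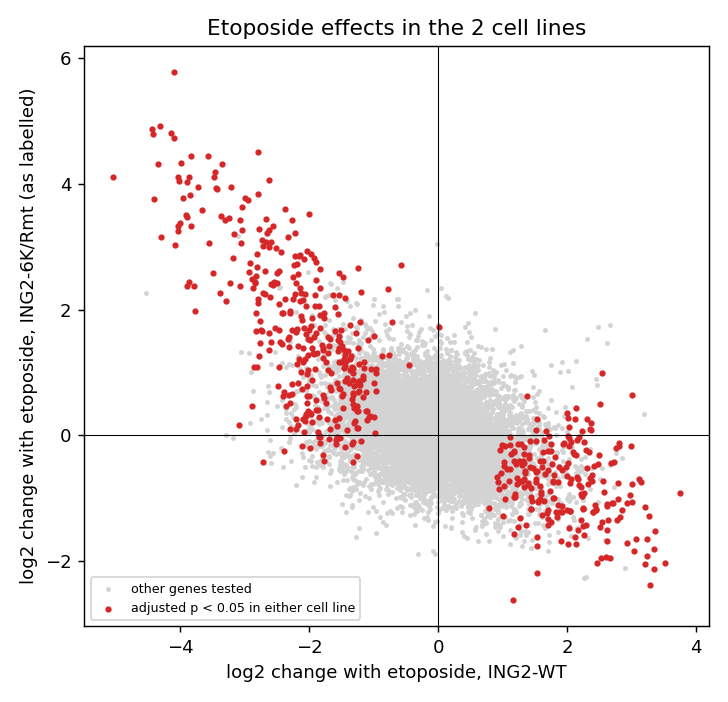
Log2 change with etoposide in ING2-WT cells (horizontal) against that on arrays labelled 6K/Rmt (vertical), 1 point per gene, with the 581 genes called in either cell line in red. Most red points lie in the quadrants of opposite sign, 543 of 581. Over all 11443 genes shown, 7310 (63.9%) had opposite signs.

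The third comparison tests whether the response differs between the cell lines. Mitotic genes differed most among the lists: 65 of 67 were higher in the difference, 6K/Rmt minus WT, with a median of 6.37. TOP2A differed by 9.22, CDC20 by 7.59 and KIF20A by 6.70. The p53 targets differed the other way, 11 of 38 lower, with CDKN1A at -3.73 and TP53I3 at -3.86.

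Of 11443 genes, 743 differed, 440 higher and 303 lower. Adjusted over the list alone, 67 mitotic genes were higher (adjusted p = 4.13e-85) and 19 p53 targets lower (median -1.61, adjusted p = 9.25e-13). Of 58 replication genes, 42 were higher, or 53 adjusted over the list alone, with CDC45 at 5.49 and MCM4 at 4.93 (median 3.55, adjusted p = 4.67e-42). Of 32 repair genes, 18 were higher, with FANCG at 3.98; adjusted over the list alone, 21 were higher and 1 lower (median 2.11, adjusted p = 7.99e-16). Histone genes, 9 of 20 lower, included H2AC18 at -4.12 (median -1.90, adjusted p = 6.43e-07, and adjusted p = 0.244 with an estimated correlation). Interferon-stimulated genes, 7 of 33 lower, included ISG15 at -4.29 (median -1.79, adjusted p = 2.15e-08, and adjusted p = 0.244 with an estimated correlation). With fry the histone and interferon lists passed (adjusted p = 0.0288 for each). The camera adjusted p with an estimated correlation was 0.00105 for mitosis and for p53 targets, 0.00120 for replication and 0.00349 for repair. CIP2A differed by 4.43 and SKP2 by 3.22. With 75th percentile scaling the median of all genes was 0.15 in this difference and 0.12 between the cell lines in etoposide, and as deposited 0.13 and 0.14, less than these values. With all arrays numbered 3 left out 4095 genes differed, and without ING2-WT etoposide replicate 3 alone 1236, 738 higher and 498 lower. The lower genes numbered 170 without 6K/Rmt DMSO replicate 1, 192 without ING2-WT etoposide replicate 1, and 199, 186 and 177 without 6K/Rmt etoposide replicates 1, 2 and 3.

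**Figure D3:**
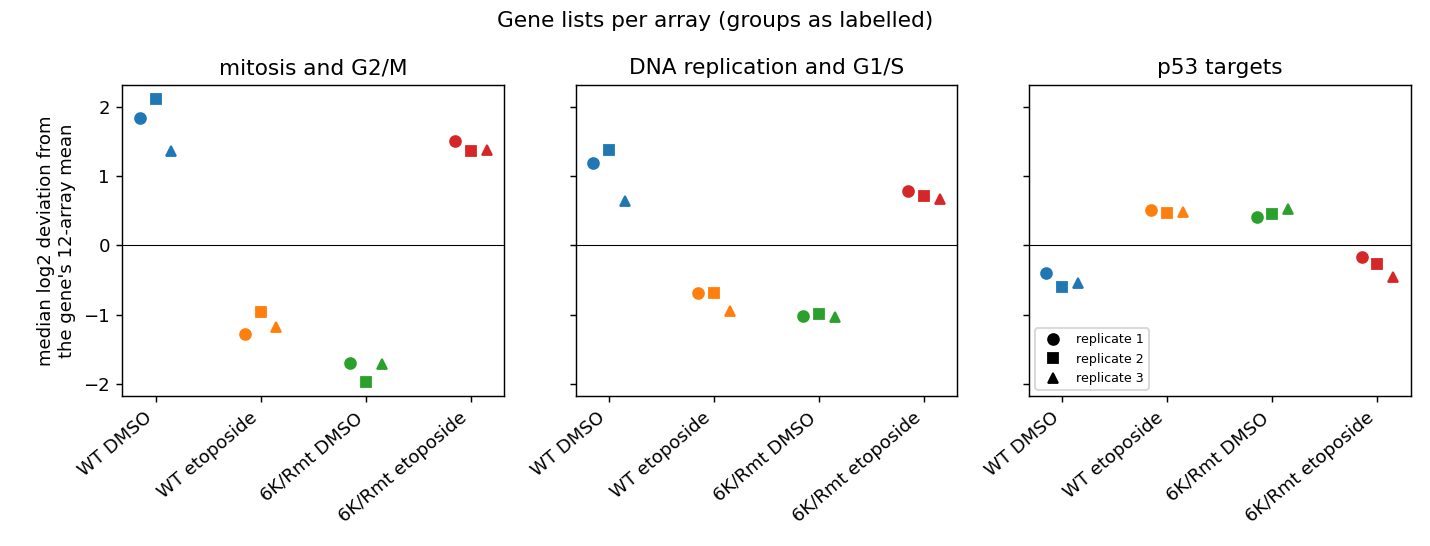
Median log2 deviation of 3 gene lists (mitosis, replication and p53 targets) on each of the 12 arrays, by group as labelled. The mitosis list was low with etoposide in ING2-WT cells and low with DMSO on arrays labelled 6K/Rmt.

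The fourth comparison sets the cell lines side by side in DMSO. Mitotic genes were lower on arrays labelled 6K/Rmt, 64 of 67, with a median of -3.62, and so were 35 of 58 replication genes, with a median of -2.12. TOP2A differed by -4.83 and CDC20 by -4.72. Of 38 p53 targets 6 were higher, with a median of 0.90, and the inflammatory cytokine IL1B was at 2.76, a call lost under 3 of 26 alternatives, and H2AC18 at 2.31. Adjusted p was 4.43e-121 for mitosis, 1.33e-57 for replication and 5.43e-15 for p53 targets, and 12 p53 targets were higher adjusted over the list alone. With an estimated correlation the camera adjusted p was 0.000387 for each of these lists. Of 11443 genes, 284 differed, 35 higher and 249 lower. With all arrays numbered 3 left out 2817 differed, and with the replicate number as a block 485. The count was 174 without ING2-WT DMSO replicate 1, 169 without ING2-WT DMSO replicate 2, 450 without ING2-WT etoposide replicate 3 and 187 without 6K/Rmt DMSO replicate 1. The higher genes alone numbered 8 without 6K/Rmt DMSO replicate 1, 11 and 17 without ING2-WT DMSO replicates 2 and 1, 14 without 6K/Rmt DMSO replicate 2, 21 without 6K/Rmt etoposide replicate 2, 91 without ING2-WT DMSO replicate 3 and 109 without ING2-WT etoposide replicate 3. The lower genes numbered 157 and 158 without ING2-WT DMSO replicates 1 and 2.

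The fifth comparison sets the cell lines side by side in etoposide. Mitotic genes were higher on arrays labelled 6K/Rmt, 57 of 67, with a median of 2.63 (adjusted p = 3.84e-50), and 26 of 58 replication genes were higher, with a median of 1.43. TOP2A differed by 4.40, THBS1, a matrix glycoprotein, by 4.19 and FAM20C, a secretory-pathway kinase, by 4.18. Of 38 p53 targets 6 were lower, with a median of -0.74 (adjusted p = 3.72e-06). Adjusted over the list alone, 65 mitotic genes and 40 replication genes were higher. With an estimated correlation the camera adjusted p was 0.00915 for mitosis, 0.0118 for replication and 0.0118 for p53 targets. AURKB was at least 9.65-fold higher (adjusted p = 0.00113). SKP2 was at 1.26, 2.39-fold higher and not called (adjusted p = 0.0914; called under 5 of 26 alternatives), DKC1 at 0.20 (0.689) and UBE2N at 0.05 (0.962). ESM1, an endothelial proteoglycan, differed by -3.36, TAGLN3 by -2.79 and the interferon-stimulated IFIT1 by -2.71. IFIT1 lost its call under 12 of 26 alternatives and ESM1 under 10 of 25. Of 11443 genes, 630 differed, 359 higher and 271 lower, or 436 and 206 with 75th percentile scaling and 466 and 219 with the deposited scaling. With all arrays numbered 3 left out 4550 differed. The count was 406 without ING2-WT DMSO replicate 1, 1059 without ING2-WT DMSO replicate 3, 223 and 1150 without ING2-WT etoposide replicates 1 and 3, 402 without 6K/Rmt DMSO replicate 1, and 181, 202 and 211 without 6K/Rmt etoposide replicates 1, 2 and 3. The higher genes numbered from 111 (without 6K/Rmt etoposide replicate 1) to 711 (without ING2-WT etoposide replicate 3), and the lower genes from 64 (without ING2-WT etoposide replicate 1) to 503 (without ING2-WT DMSO replicate 3).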

Values the study reported

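The study reported that ING2 occupied over 200 promoters after etoposide. Less than 15% of the transcripts that fell with etoposide were common to both cell lines. The association of bound promoters with lower transcripts had a Fisher's exact p of 3.3E-11. SKP2 and AURKB were reported at over 5-fold higher levels in etoposide-treated 6K/Rmt cells than in WT cells, measured by quantitative PCR. Expression was assayed 20 h after etoposide according to its text.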

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

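The tests of explanations and the regroupings in this part were chosen after the results were seen, except the rule for a baseline difference. The test of the difference of effects, its gene lists and leaving out each array in turn were chosen beforehand. The criteria for exchanged labels, for a truly opposite response and for induction of ING2 were replaced after their first outcomes, the first because it restated the pattern, the second because a small cell line difference met it and the third because a single array excludes nothing.

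Etoposide effects differed between the cell lines for 743 genes by the test of the difference itself (6K/Rmt minus WT). List medians of the difference were 6.37 for mitosis, 3.55 for replication, 2.11 for recombination and Fanconi repair, -1.61 for p53 targets, -1.90 for histones, -1.79 for interferon-stimulated genes, -0.30 for immediate early genes, 0.99 for cholesterol synthesis, 0.59 for splicing and -0.32 for ribosomal proteins. With an estimated correlation the histone and interferon lists had an adjusted p = 0.244, immediate early genes 0.358, cholesterol synthesis 0.225, splicing 0.225 and ribosomal proteins 0.738. With fry the adjusted p was 0.0288 for histones and for interferon-stimulated genes, 0.0188 for cholesterol synthesis and 0.00625 for splicing. The fry value was 0.102 for immediate early genes and 0.547 for ribosomal proteins. At the preset correlation the calls for immediate early genes and ribosomal proteins were each lost without ING2-WT etoposide replicate 1 or 2, 6K/Rmt DMSO replicate 1 or 6K/Rmt etoposide replicate 3. The first was also lost without 6K/Rmt DMSO replicate 3 and the second without ING2-WT DMSO replicate 3 or 6K/Rmt DMSO replicate 2 (adjusted p up to 0.118 and 0.277). The immediate early difference was -0.69 and -0.63 without ING2-WT etoposide and DMSO replicates 3, -0.49 without ING2-WT DMSO replicate 2 and -0.46 without ING2-WT etoposide replicate 2. The ribosomal difference was -0.54 without ING2-WT etoposide replicate 3, -0.56 without 6K/Rmt DMSO replicate 3 and -0.12 without ING2-WT DMSO replicate 3, and that of cholesterol synthesis 0.66 without ING2-WT DMSO replicate 3. Genes with a higher difference were TOP2A (9.22), CDC20 (7.59), KIF20A (6.70), CDC45 (5.49), MCM4 (4.93), CIP2A (4.43), FANCG (3.98), SKP2 (3.22) and SLC7A5 (2.98, a call lost under 4 of 25 alternatives). AURKB was at 9.16, a value that depends on the floor. Genes with a lower difference were TSPAN10 (-4.88), ISG15 (-4.29), H2AC18 (-4.12), TP53I3 (-3.86), IL1B (-3.76), CDKN1A (-3.73), DDIT3 (-3.12) and PIP4K2C (-1.88).

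For the effects of opposite sign, a baseline difference of the cell lines would leave levels in etoposide alike. There the mitosis list differed by 2.63, with 57 of 67 genes higher (camera adjusted p = 0.00915 with an estimated correlation). This reading, chosen after the results were seen, argues against a baseline difference as the whole cause. The rule fixed beforehand argued against a baseline difference only if the list differed in DMSO by under a set fraction of the difference of effects. It differed by -3.62 in DMSO, against 6.37 for the difference of effects, so that rule left a baseline difference open. Exchanged DMSO and etoposide labels in 1 cell line may account for the pattern: they need arrays set against the opposite treatment of the other line to be closer than arrays of one treatment, and there the mitosis list differed by -0.42 and -0.56 (adjusted p = 2.20e-08 and 4.91e-10, and adjusted p = 0.252 and 0.358 with an estimated correlation), against -3.62 in DMSO and 2.63 in etoposide. Against the opposite treatment the p53 targets differed by 0.24 and -0.13, compared with 0.90 in DMSO and -0.74 in etoposide. A truly opposite response on an opposite baseline gives the same values, so on these arrays it cannot be told apart from an exchange. Quantitative PCR by the study had AURKB and SKP2 higher in etoposide-treated 6K/Rmt than WT cells. That runs the way the labels say and speaks against an exchange, if those samples were labelled apart from the arrays. The study also had CIP2A lose its repression when the lipid was depleted. Those were other cells than the 6K/Rmt line, so that result does not bear on the labels of these arrays. In etoposide-treated cells with the mutant, the study found it at the UBE2N promoter and not at that of CIP2A. That assay measured binding to promoters, not transcripts.

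The ING2 probes are the second pattern. Both probes were far brighter on 6K/Rmt etoposide replicates 1 and 2 (20293 to 21056 and 8853 to 11846) than on the other 10 arrays (up to 455 and up to 650). An error of 1 probe was argued against by a gap of 13.6-fold or more on both. Induction by etoposide stays open: it needs all 3 arrays labelled 6K/Rmt etoposide bright, and replicate 3, a single array among those that stand apart, reached no more than 206. Whether the dimmer arrays came from cells without the construct was not tested.

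The arrays numbered 3 are the third pattern. A batch or culture shared by them may account for it: their deviations from the group means correlated at 0.267 or more in all 6 pairs. For arrays numbered 1 these correlations ran from 0.0999 to 0.491, and for those numbered 2 from -0.0386 to 0.376. A shared departure gives such correlations whatever its cause, so they do not tell a batch from another cause. ING2-WT etoposide replicate 3 also showed signs of signal loss, with 6 of the 100 brightest genes over 4-fold lower (0 on each other array) and GAPDH at 3954 (11179 or more elsewhere). Such loss on that array was argued against as the whole cause: 710 genes changed in ING2-WT cells without that array, against 3351 without all 4 arrays numbered 3. No biological explanation was tested.

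Regrouping the arrays gave these counts. For the difference of effects, 1 of 100 splits, the real one with 743 genes, gave as many, and the highest other gave 580. Same-numbered arrays of different groups correlated above 0.1 in 16 of 18 pairs, so 100 regroupings were also drawn within each number. The real one again gave the most genes, and the highest other gave 567. Both sets of regroupings break up the treatment and cell line effects as well. They therefore ask whether any groups differ and cannot exclude chance for the difference of effects alone. The other comparisons allow 10 splits each, too few for a share under 0.05. Their real counts were 559, 186, 284 and 630, and the highest other split gave 0 in each.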

How the results depend on the processing

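Chosen after seeing the data were the floor of 64, the offset, the intensity of 64 on all 12 arrays, and both alternatives on the arrays numbered 3. Below, counts are in the order WT, 6K/Rmt, their difference, DMSO and etoposide. Counts of changed genes were 3507, 4539, 4596, 3292 and 4919 with array weights, 3351, 4112, 4095, 2817 and 4550 without the arrays numbered 3, and 1607, 522, 2244, 643 and 2472 with those as a block. The replicate block gave 1210, 348, 1738, 485 and 1967, and an unadjusted p under 0.05 gave 2199, 1086, 2517, 1254 and 2794. An intensity of 64 on all 12 arrays, which tests fewer genes, gave 245 in WT, 65 in 6K/Rmt, 123 in DMSO and 387 in etoposide. Fitting only the groups compared, with fewer samples, gave 130 in WT and 334 in etoposide. Leaving out 1 array gave 241 to 710, 107 to 273, 509 to 1236, 169 to 450 and 181 to 1150. Where a group kept fewer arrays, these were assumed to vary like the other groups.

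The share lower in both cell lines, 0 as reported, differed from that expected at 0 with the replicate block, 3.17% with array weights, 0.188% at an unadjusted p, 4.63% without arrays numbered 3 and 0 with those as a block. Each of these shares lay below that expected. Without 6K/Rmt DMSO replicate 1 or 6K/Rmt etoposide replicate 3 no gene was lower on arrays labelled 6K/Rmt, so no share was given. The odds ratio of bound genes lost its call at 1.80 with 75th percentile scaling, 1.87 with the deposited scaling, 2.26 with 64 on all arrays, 1.96 with mean probes, 1.80 with every probe, 2.84 with only the groups compared, 1.91 unmoderated, 1.64 with a floor of 64 and 1.58 with arrays numbered 3 as a block. Leaving out 1 array gave 1.70 to 2.29. Lists past the threshold went from 11, 8 and 10 to 4, 4 and 4 with an estimated correlation, and to 6 and 5 with fry in WT and 6K/Rmt. Leaving out 1 array gave 7 to 12 lists in WT, with 7 without ING2-WT etoposide replicate 1.

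Changes of sign concerned lists and genes not past the threshold. In WT cells the bound list was 0.012 without a filter, 0.068 with 64 on all arrays, 0.029 with a floor of 64 and -0.095 to 0.028 with 1 array left out. ATF4 genes were -0.12 with mean probes, -0.059 with every probe and -0.028 to 0.20 with 1 array left out, and ribosomal proteins -0.037 to 0.24. Proteasome genes were -0.00052 with array weights, -0.00078 without arrays numbered 3 and -0.16 to 0.24 with 1 array left out. Mesenchymal markers were 0.37 with 64 on all arrays, 0.019 with array weights, 0.35 without arrays numbered 3 and -0.71 to 0.44 with 1 array left out. Epithelial markers, 0.86 as reported over 3 genes, were 0 without a filter, and blood markers -0.0078 with 75th percentile scaling and -0.062 to 0.31 with 1 array left out. On arrays labelled 6K/Rmt the deposited scaling gave 0.0038 for the bound list and 0.0052 for NF-kB genes, which were -0.15 to 0.086 with 1 array left out. Epithelial markers were -0.16 without a filter, -0.18 with array weights and -0.35 to 0.53 with 1 array left out, and blood markers -0.00015 without a filter, -0.00075 with a floor of 64 and -0.091 to 0.23. In the difference the bound list was 0.19 with 75th percentile scaling, 0.082 with loess, 0.18 as deposited, 0.059 with every probe and 0.0036 with an offset. NF-kB genes were 0.086 with 64 on all arrays, proteasome genes -0.48 to 0.036 and mesenchymal markers, 0.56 as reported, -0.17 to 1.09 with 1 array left out. Epithelial markers were -0.029 with 75th percentile scaling, -0.68 with loess, -0.59 as deposited, -0.026 without a filter, -0.23 with mean probes, -0.17 with every probe, -0.0082 with array weights and -0.88 to 0.30 with 1 array left out. Blood markers were 0.32 with 75th percentile scaling, 0.31 as deposited, 0.28 with 64 on all arrays, 0.54 without arrays numbered 3 and -0.33 to 0.37 with 1 array left out. PCGF2 in WT cells was -0.17 with 75th percentile scaling, -0.10 with loess, -0.11 as deposited and -0.067 to 0.12 with 1 array left out. ING2 in WT cells was 0.036 with mean probes and -0.62 to 0.33, and UBE2N between cell lines in etoposide -0.19 to 0.37, with 1 array left out. The cause of these changes was not tested except where stated.

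Of the values for named genes under the alternatives, 2146 kept their direction and side of the threshold, 155 lost the call, 20 gained one and 12 changed sign. For lists these numbers were 1315, 90, 42 and 68. The p53, mitosis, replication and repair lists kept their direction and calls in both cell lines under every alternative run. Dim signal limits the results: at most 30.3% of the probes of an array reached 64. Not run were no background correction and the planned filter on detection p, whose columns match no label, and the slide as a block, since no slide numbers are given.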

Other observations

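The gene list tests of the etoposide effects, the comparison of cell lines in etoposide and the Fisher's exact test of bound genes were chosen beforehand. All other tests in this part were chosen after the results were seen. Among these are the list tests on arrays set against the opposite treatment.

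Other gene groups had few called members with etoposide. Of 55 splicing genes 3 were lower in ING2-WT cells (median -0.43, adjusted p = 0.000296, and adjusted p = 0.168 with an estimated correlation), and 0 were called on arrays labelled 6K/Rmt (median 0.21). Of 27 immediate early genes 2 were higher in ING2-WT cells (median 0.21, adjusted p = 0.0359, and adjusted p = 0.372 with an estimated correlation), and 1 was lower on arrays labelled 6K/Rmt (median -0.27). The call in ING2-WT cells was lost without ING2-WT etoposide replicate 1 or 2 or ING2-WT DMSO replicate 3 (adjusted p up to 0.180). Its median was 0.67 without ING2-WT etoposide replicate 3, 0.57 without ING2-WT DMSO replicate 3, 0.39 and 0.32 without ING2-WT etoposide replicates 2 and 1, and 0.35 without ING2-WT DMSO replicate 2. Of 28 genes of the ATF4 and unfolded protein response 1 was higher in ING2-WT cells (median 0.16, adjusted p = 0.522), with a median of 0.09 on arrays labelled 6K/Rmt. The 24 genes of cholesterol synthesis had a median of -0.32 in ING2-WT cells with 0 called (adjusted p = 0.0489, and adjusted p = 0.372 with an estimated correlation). The 28 phosphoinositide kinases and phosphatases, enzymes of the lipids that ING2 binds, had a median of 0.42 with 0 called (adjusted p = 0.0489, and adjusted p = 0.222 with an estimated correlation) and of -0.14 on arrays labelled 6K/Rmt. The phosphoinositide and cholesterol calls in ING2-WT cells were lost on leaving out any 1 of several arrays, among them ING2-WT DMSO replicate 3 (adjusted p = 0.137 and 0.583). The cholesterol median was -0.038 without that array, -0.078 without ING2-WT etoposide replicate 1 and -0.53 without ING2-WT DMSO replicate 2. Members of the SIN3-HDAC and ING family, 21 genes, had medians of -0.15 and 0.14 with 0 called. With fry the splicing and phosphoinositide lists passed in ING2-WT cells (adjusted p = 0.00392 and 0.0399). Immediate early genes and cholesterol synthesis did not pass with fry there (adjusted p = 0.104 and 0.125).

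The 58 cytosolic ribosomal protein genes had medians of 0.13 and -0.27 with 0 called, the latter with an adjusted p = 0.00364 and an adjusted p = 0.677 with an estimated correlation. That call was lost without 6K/Rmt DMSO replicate 1 or 2 or 6K/Rmt etoposide replicate 3 (adjusted p up to 0.133), and its median was -0.50 without 6K/Rmt DMSO replicate 3. The 30 proteasome genes had medians of 0.07 and -0.19 with 0 called. The 16 mesenchymal markers measured had medians of -0.28, where the test pointed upwards, and 0.33, with 1 higher in ING2-WT cells. Markers of other cell types were hardly measured: 3 of 18 epithelial markers had medians of 0.86 and 0.07, and 5 of 18 blood markers 0.18 and 0.10, with 0 called. NF-kB genes on arrays labelled 6K/Rmt had a median of -0.09 and a mean of 0.03.

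Arrays of each cell line were also set against the opposite treatment in the other. Between arrays labelled 6K/Rmt etoposide and WT DMSO limma called 0 genes (454 at an unadjusted p under 0.05), and between those labelled 6K/Rmt DMSO and WT etoposide 0 genes (1176 at an unadjusted p under 0.05). At the preset correlation some lists still differed there, and with an estimated correlation none did. The mitosis list had medians of -0.42 and -0.56 (adjusted p = 2.20e-08 and 4.91e-10, and adjusted p = 0.252 and 0.358 with an estimated correlation) and the replication list of -0.39 and -0.21 (1.38e-05 and 0.0169, and 0.252 and 0.694 with an estimated correlation). In the first comparison mesenchymal markers were at 0.98 (adjusted p = 0.000540, and 0.280 with an estimated correlation), NF-kB genes at 0.56 (0.00242 and 0.252), cholesterol synthesis at 0.47 (0.00377 and 0.298), proteasome genes at -0.31 (0.00242 and 0.562) and p53 targets at 0.24 (0.00440 and 0.252). In the second, the 5 blood markers measured were at -0.72 (0.0218 and 0.358). Over all pairs of arrays, ING2-WT DMSO replicate 3 and 6K/Rmt etoposide replicate 3 were the second closest, with an SD of 0.440 of their log2 differences, after ING2-WT DMSO replicates 1 and 2 (0.431).

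The Fisher's exact p for bound genes among lower genes was 0.0295 here. That is higher than the value quoted from the study above. These values rest on different sets, on which an exact p depends. Here they were 338 lower genes, 191 bound genes and 11443 genes tested, while the study's text states no threshold for its repressed genes. SKP2 was 2.39-fold higher on arrays labelled 6K/Rmt than in ING2-WT cells with etoposide. For the same-numbered arrays of replicates 1, 2 and 3 the log2 difference was 1.914, 1.502 and 0.358. The arrays numbered 3, which stand apart, thus lowered the mean. The 2.39-fold is lower than the value quoted from the study above, which came from another assay. Whether the assay accounts for the gap was not tested. AURKB was at least 9.65-fold higher in the same comparison, a bound that lies above the quoted value.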
